A study of Mus musculus with 23 samples.

How the data were processed

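Expression was measured by RNA sequencing in 23 libraries of cells sorted from the labial cervical loop of the mouse lower incisor, the epithelial fold at the base of the continuously growing tooth. Per the labels' protocols, tissue came from mice at postnatal day 2 that carry green fluorescent protein under the endogenous Sox2 promoter, was dissociated with enzymes, and was sorted by fluorescence into Sox2-positive cells, which the labels call dental epithelial stem cells, and Sox2-negative cells. Libraries were made with the Smart-seq2 protocol and Tn5 tagmentation. The labels give 2 batches, run on separate days with different mice. They do not say whether the libraries of 1 batch came from different mice or from portions of the same sorted cells, so n counts libraries, and the spread between libraries of a batch may not include the spread between mice. No step of the labels gives an antisense or strand setting, and ATAC-seq libraries named in the series' design were not analysed here.

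The deposited table holds estimated counts (expected counts) for 54347 genes in 23 columns, 1 per library, with no scaling to a common depth. The authors' aligner or quantifier, its version, the genome build and the annotation are not stated per the labels, and for that reason no genomic positions are given. Only 0.000436% of the nonzero values were whole numbers, while every column total lay within 0.111 of a whole number, so a per-gene adjustment of the counts is part of the deposited values. The values were rounded to whole numbers before every count test. Gene symbols were taken from the GENCODE mouse annotation, release M21, by matching Ensembl gene identifiers without their version: 54094 identifiers matched (99.5%), against 53307 with the version. Columns of per-sample values left unused numbered 0.

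Groups were taken from the labels: batch A Sox2-negative (n = 6), batch A Sox2-positive (n = 6), batch B Sox2-negative (n = 4) and batch B Sox2-positive (n = 7). Column totals ranged from 2305778 to 9541443 with a median of 4831091. The smallest level that this depth can show, taken as 3 counts, lay between 0.314 and 1.30 CPM (counts scaled to a common library total) over the libraries. Such floors cover counting error only, since reads without molecular identifiers are not independent molecules. No library pair agreed within sampling noise: chi-square per degree of freedom was at least 5.19 in every pair, so each library was counted once.

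Differential expression was tested with edgeR 4.0.16 in R 4.3.3, using TMM scaling, the filterByExpr filter over the 4 groups with its default minimum count of 10, and the quasi-likelihood F test. The comparison of Sox2-positive with Sox2-negative cells had batch as a covariate over all 23 libraries, and was repeated in each batch alone. A model of the 4 group means over the same libraries gave the population by batch interaction, which is the difference in batch B minus the difference in batch A, and the differences between batches within each population. P-values were two-sided and adjusted by the Benjamini-Hochberg method over the genes tested, and a gene was called at an adjusted p under 0.05. The standard error of a log2 fold change was taken as its absolute value divided by the square root of F. CPM values used the TMM-scaled totals. Named genes followed a fixed rule: Sox2, then the 5 highest and the 5 lowest log2 fold changes among genes called in the fit of both batches and in each batch alone, with the same sign in all of them and a mean of at least 10 CPM. Other genes named singly were members of a marker list, or are said to have been chosen after their values were seen. Exceptions were Sox2ot, which overlaps Sox2, and CT010467.1, Xist and the Y-linked genes.

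Marker genes were listed in 11 sets before the data were examined and were tested with camera in limma 3.58.1, on log2 CPM with a prior count of 2 and an inter-gene correlation of 0.01. Camera compares a set with the other genes, and sets with fewer than 3 genes past the filter were not tested. Library measures were compared within each batch by two-sided exact permutation tests of the difference in means, adjusted over 8 comparisons. Whether same-numbered libraries of the 2 populations pair was checked from the data, since the labels number the libraries of each group but do not call them pairs.

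The fits were tested on simulated data for 17190 genes drawn from the real means, library sizes and dispersions. Of 200 genes with a simulated change, 84.0% were called, 100% of these with the right sign, and 7 genes without a change were called. Of 200 genes with a simulated interaction, 64.5% were called, with 9 false calls. Camera gave an unadjusted p under 0.05 for 6 of 200 random sets. Simulated genes were drawn independently, so this does not test camera on sets whose genes vary together. Simulated changes were few and balanced in sign, so the scaling was not tested by them either.

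Alternatives chosen before the data were examined were DESeq2 1.42.0, limma-voom with sample quality weights, size factors of the RLE kind, no filter beyond 1 count, a filter at a mean of 10 counts, counts thinned at random to the smallest library, removal of mitochondrially encoded genes, robust dispersions, no batch covariate, replicate number as a block, and leaving out each library in turn. Alternatives for the marker sets were a prior count of 0.5, an inter-gene correlation estimated from the data, and each batch alone. These were run on the comparison of the populations, not on the interaction or on the differences between batches. Library measures were repeated with detection at 5 counts and with the 10 most counted genes. Total-count scaling, and removal of the erythroid genes together with CT010467.1, were chosen after seeing the data, as was a covariate for the sub-groups of batch B. These are libraries 1 and 2 against the higher numbers. They were found in the values: chi-square per degree of freedom was 5.19 to 8.26 within and 11.4 to 18.9 between the sub-groups of Sox2-positive libraries, and 14.3 to 22.4 and 27.0 to 34.4 for Sox2-negative libraries. Over genes, the shift between the sub-groups correlated little between the populations (r 0.0864). Library measures were then tested by exact permutation within the sub-groups, and in this as in the other exact tests the two-sided p is the doubled smaller tail. CT010467.1 is annotated as ribosomal RNA.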

Results

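RNA sequencing was carried out on 12 batch A libraries and 11 batch B libraries of cells sorted by a Sox2 reporter from the labial cervical loop of the mouse incisor. The comparison of the sorted populations asks which genes set the Sox2-positive dental epithelial stem cells apart from the other cells of that region. The total estimated count, in megacounts (M), averaged 4.13 ± 0.524 M in batch A Sox2-negative libraries (SD, n = 6), 4.83 ± 0.729 M in batch A Sox2-positive libraries (n = 6), 7.56 ± 1.44 M in batch B Sox2-negative libraries (n = 4) and 4.90 ± 1.86 M in batch B Sox2-positive libraries (n = 7). The range within the last group, from 2.31 to 7.11 M, was the widest.

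Library measures differed between the populations. In batch A, 18700 ± 430.1 genes (SD, n = 6) were detected with at least 1 count in Sox2-positive libraries and 20288 ± 575.9 (n = 6) in Sox2-negative libraries (exact permutation test, two-sided p 0.00216, adjusted p 0.00866 over 8 comparisons). In batch B the numbers were 19507 ± 1243 (n = 7) and 21846 ± 1692 (n = 4), a difference that did not pass the adjustment with the 11 libraries taken as 1 set (exact permutation p 0.0424, adjusted p 0.0566). Batch B libraries numbered 1 and 2 differed from those with higher numbers in both populations, and with labels permuted only within these sub-groups, which were found in the values and are not in the labels, the difference was -1830 genes and passed (exact permutation p 0.0159, adjusted p 0.0254). With detection at 5 counts, the batch A difference shrank to -302 genes and no longer passed (exact permutation test, adjusted p 0.205). The 50 most counted genes took 13.6% ± 0.357 of the counts in batch A Sox2-positive libraries against 19.1% ± 0.344 in Sox2-negative libraries (exact permutation p 0.00216, adjusted p 0.00866). In batch B these shares were 20.03% ± 0.701 and 24.5% ± 1.29 (exact permutation p 0.00606, adjusted p 0.0121). Mitochondrially encoded genes took 3.88% ± 0.278 of the counts in batch B Sox2-positive libraries and 2.07% ± 0.384 in batch B Sox2-negative libraries (exact permutation p 0.00606, adjusted p 0.0121), and did not differ in batch A (3.56% ± 0.405 and 3.68% ± 0.265, exact permutation p 0.571). Total counts did not differ after adjustment (exact permutation tests, adjusted p 0.0891 in batch A and 0.0566 in batch B), except that the batch B difference passed with labels permuted within the sub-groups (exact permutation adjusted p 0.0423).

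On principal components, libraries separated first by population and then by batch. On log2 CPM, the first principal component carried 48.2% of the variance and the second 7.17%. Over genes with a mean of at least 10 counts, the median Spearman rho between libraries of the same group was 0.937 over 57 pairs. It was 0.906 between batches within a population (66 pairs) and 0.685 between populations within a batch (64 pairs). For Sox2-negative libraries, rho between batches ran from 0.821 to 0.853, and within batch A from 0.831 to 0.854. By rho, batch A Sox2-negative libraries were therefore about as close to batch B Sox2-negative libraries as to each other. These correlations are across genes, which are not independent replicates. Within groups the median rho was lowest in batch A Sox2-negative libraries, at 0.839, against 0.936 in batch A Sox2-positive, 0.911 in batch B Sox2-negative and 0.961 in batch B Sox2-positive libraries. The common biological coefficient of variation estimated by edgeR followed the same order, at 0.427, 0.3003, 0.350 and 0.230.

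**Figure D1:**
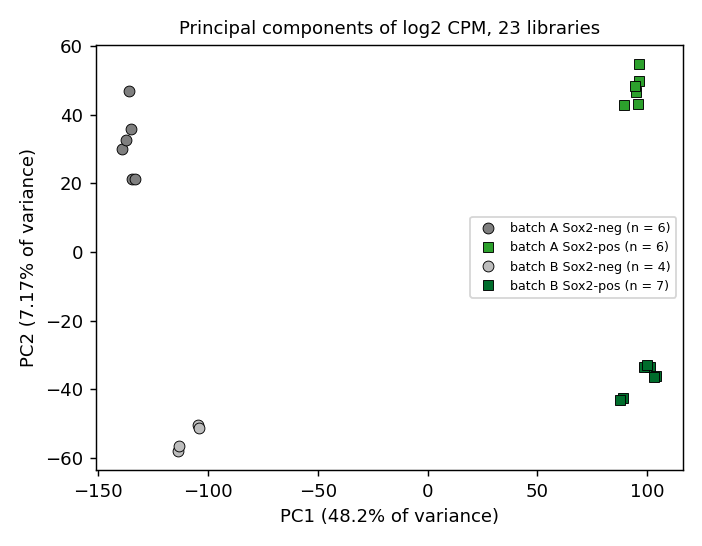
Principal components of log2 CPM for the 23 libraries, with the first component (48.2% of the variance) on the x axis, the second (7.17%) on the y axis and 1 point per library. Sox2-negative and Sox2-positive libraries lie on opposite sides of the x axis, and batch A and batch B lie on opposite sides of the y axis.

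Sox2 (ENSMUSG00000074637.7), the gene whose promoter drives the sorted reporter, was examined first. In batch A it averaged 7.27 ± 4.41 CPM in Sox2-positive libraries (SD, n = 6; 14 to 64 counts) and 0.0436 ± 0.107 CPM in Sox2-negative libraries (n = 6; at most 1 count), so it was at least 9.02-fold higher (exact permutation test, two-sided p 0.00216). In batch B it averaged 16.4 ± 2.91 CPM in Sox2-positive libraries (n = 7; 37 to 121 counts) and 0.297 ± 0.594 CPM in Sox2-negative libraries (n = 4), of which 3 had no count and 1 had 10 (exact permutation test, two-sided p 0.00606). These p-values are the smallest that either design can give. Over both batches the log2 fold change was 5.94 (SE 0.66, edgeR adjusted p 1.79e-08). It ranged from 5.79 to 7.80 across the 23 fits that each left out 1 library. The difference between the batches in this fold change did not pass the threshold (interaction, edgeR adjusted p 0.587). The overlapping gene Sox2ot was also higher in Sox2-positive libraries, with 17.1 ± 7.34 against 0.281 ± 0.352 CPM in batch A and 13.4 ± 2.74 against 0.705 ± 0.687 CPM in batch B. Its value is uncertain, because counts of overlapping genes can be split between them.

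**Figure D2:**
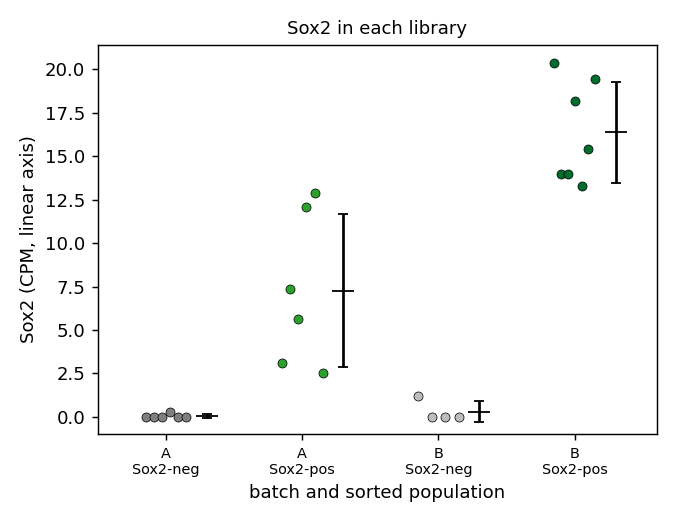
Sox2 in CPM on a linear y axis, with 1 point per library, the 4 groups on the x axis, and the mean with its SD beside each group. Every Sox2-positive library lies above every Sox2-negative library of its batch, and batch A Sox2-positive libraries average 7.27 CPM against 16.4 CPM in batch B.

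Over both batches, 9879 of 17190 genes tested differed between the populations at an adjusted p under 0.05 (edgeR quasi-likelihood test), 4288 of them higher and 5591 lower in Sox2-positive cells. With no filter on low counts the number rose to 13174. A log2 fold change of more than 1 was reached by 6498 genes, 2409 higher and 4089 lower. In batch A alone 6209 of 14296 genes were called, 2752 higher and 3457 lower. In batch B alone 8623 of 15765 were called, 4268 higher and 4355 lower. The balance of higher and lower genes depended on the scaling: with total-count scaling 4966 were higher and 5051 lower over both batches, 3113 and 3193 in batch A, and 4677 and 4019 in batch B, where RLE size factors gave 3959 and 4628. All 3 fits called 3880 genes with the same sign and a mean of at least 10 CPM, of which 1872 were higher and 2008 lower.

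The 5 genes with the highest log2 fold changes by the fixed rule were at or under 3 counts in every Sox2-negative library, so their fold changes are given as lower bounds. Gm28437 (ENSMUSG00000101111.1) averaged 441 ± 291 CPM in batch A and 226 ± 235 CPM in batch B Sox2-positive libraries, where 1 or more libraries had none, and was listed at 0 in every Sox2-negative library. Every 31-base word of its annotated transcript also occurs in mitochondrially encoded transcripts, and its value is uncertain; limma-voom did not call it (adjusted p 0.200, the highest over the 13 alternatives, which began at 3.69e-30). Mal (ENSMUSG00000027375.14) averaged 60.7 ± 11.2 CPM in batch A and 3.74 ± 1.61 CPM in batch B Sox2-positive libraries, at least 75.3-fold and 7.34-fold higher. Sox10 (ENSMUSG00000033006.10) averaged 198 ± 35.3 CPM and 8.38 ± 4.77 CPM, at least 246-fold and 16.4-fold higher, with an edgeR adjusted p of 2.65e-16 over both batches. Bnc1 (ENSMUSG00000025105.10) averaged 25.2 ± 10.9 and 75.0 ± 10.8 CPM, at least 31.3-fold and 147-fold higher (edgeR adjusted p 1.39e-16). Them5 (ENSMUSG00000028148.11) averaged 14.2 ± 5.12 and 22.7 ± 3.61 CPM, at least 17.6-fold and 44.5-fold higher.

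The 5 genes with the lowest log2 fold changes were Hbb-bs, Hbb-bt, S100a9, Tpsb2 and S100a8. Hbb-bs (ENSMUSG00000052305.6) averaged 264 ± 55.0 CPM in batch A and 15438 ± 546.1 CPM in batch B Sox2-negative libraries, against 0.347 ± 0.408 and 1.12 ± 1.35 CPM in Sox2-positive libraries (log2 fold change -12.94, SE 0.43, edgeR adjusted p 2.86e-19). Hbb-bt (ENSMUSG00000073940.3) averaged 94.4 ± 9.32 and 4222 ± 379.8 CPM in Sox2-negative libraries (log2 fold change -12.68, SE 0.36, edgeR adjusted p 6.86e-21). The beta-globin genes are close copies and counts may be divided between them, so their separate values are uncertain. S100a9 (ENSMUSG00000056071.12) averaged 902 ± 51.9 and 178 ± 6.77 CPM in Sox2-negative libraries, at least 1267-fold and 137-fold above the Sox2-positive libraries. S100a8 (ENSMUSG00000056054.9) averaged 1384 ± 114.5 and 234 ± 21.3 CPM, at least 1946-fold and 181-fold above them. Tpsb2 (ENSMUSG00000033825.10) averaged 476 ± 52.8 and 7.31 ± 3.80 CPM, at least 669-fold and 5.64-fold above them.

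Marker sets were compared next, to describe which cell types the populations contain by their genes. Of 113 listed genes 104 passed the filter, and 98 were called both over all genes and over the list alone. Epithelial genes were higher in Sox2-positive cells, with a median log2 fold change of 4.22 over 13 genes, all 13 higher (camera adjusted p 5.62e-13). Dental epithelial transcription factors had a median of 2.01 (9 of 13 genes called higher, 3 lower, camera adjusted p 0.00285). Glial and neural crest genes had a median of 3.67 (7 of 8 called higher, S100b called lower, camera adjusted p 0.00223). Keratinocyte differentiation genes had a median of 1.25 over 4 genes (camera adjusted p 0.0434). Mesenchymal genes had a median of -4.92 (13 of 13 lower, camera adjusted p 2.28e-12), leukocyte genes -6.26 (10 of 10 lower, adjusted p 1.10e-09), endothelial genes -6.74 (8 of 8 lower, adjusted p 2.14e-08) and erythroid genes -9.92 (7 of 7 lower, adjusted p 1.34e-05). Enamel genes of ameloblasts had a median of -3.22 (5 of 6 called lower, camera adjusted p 0.0291). With the inter-gene correlation estimated from the data, the ameloblast, glial, dental transcription factor and keratinocyte sets no longer passed (camera adjusted p 0.245, 0.219, 0.0756 and 0.0756). Over the 10 alternatives the adjusted p ran from 6.43e-05 to 0.245 for ameloblast genes, from 4.52e-06 to 0.219 for glial genes, from 1.35e-05 to 0.0756 for dental transcription factors and from 0.0371 to 0.135 for keratinocyte genes. Cell cycle genes did not differ as a set (median 0.46, camera adjusted p 0.102).

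Reported markers of incisor stem cells did not move together, with a median log2 fold change of 0.03 over 12 genes (camera adjusted p 0.694). Lgr5 (log2 fold change 4.68, SE 0.34), Sfrp5 (4.87, SE 0.31), Etv5, Etv4 and Sox2 were called higher in Sox2-positive cells by edgeR over both batches. Ptch1 (-2.14, SE 0.10), Gli1 (-0.76, SE 0.12), Igfbp5, Abcg2 and Acta2 were called lower. The calls of Etv4 and Acta2 came from batch A, with log2 fold changes of 1.85 and -2.07, and neither was called in batch B, at -0.36 and -0.06 (edgeR adjusted p 0.174 and 0.637). Bmi1 and Lrig1 were not called (edgeR adjusted p 0.160 and 0.413). Sox2-negative cells carried the mesenchymal, leukocyte and endothelial genes, while epithelial genes were lower there. These calls therefore set Sox2-positive cells against a mixture of cell types, and do not tell how the markers differ among epithelial cells.

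**Figure D3:**
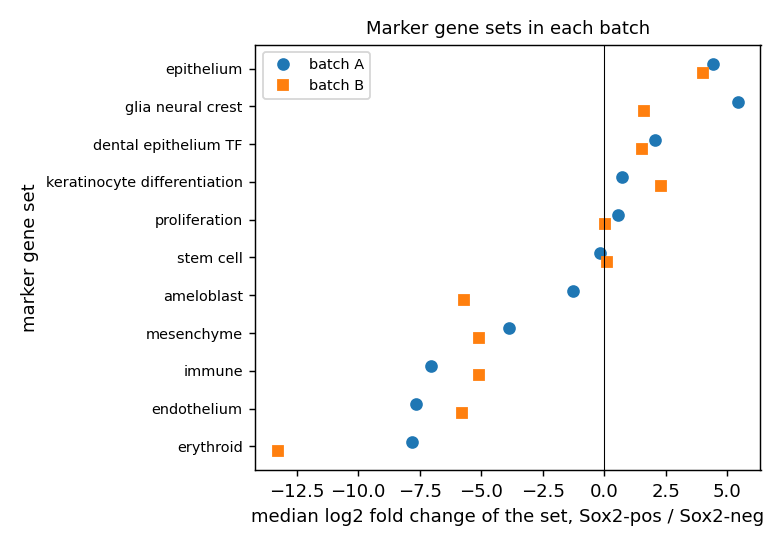
Median log2 fold change of Sox2-positive over Sox2-negative cells for each of the 11 marker sets (x axis), with the sets on the y axis, circles for batch A and squares for batch B. Epithelial genes stand at 4.45 in batch A and 4.01 in batch B, glial and neural crest genes at 5.43 and 1.61, and ameloblast genes at -1.27 and -5.70.

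The comparison was then set side by side in the 2 batches. Over 13990 genes tested in both, Pearson's r of the log2 fold changes was 0.834 and Spearman's rho was 0.775. These are correlations across genes, which are not independent replicates, and r was 0.615 with no filter on low counts. Of 6037 genes called in batch A and tested in batch B, 5622 (93.1%) had the same direction there and 4590 were also called with that direction. Opposite directions were called for 89 genes. Among these, chosen after their values were seen for the smallest interaction p-values, Pmp22 had a log2 fold change of 1.87 in batch A and -2.30 in batch B, Fbln5 1.91 and -1.76, and the dental epithelial transcription factor Sp6 1.71 and -0.70 (edgeR interaction adjusted p 1.33e-14, 3.50e-10 and 1.35e-08).

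**Figure D4:**
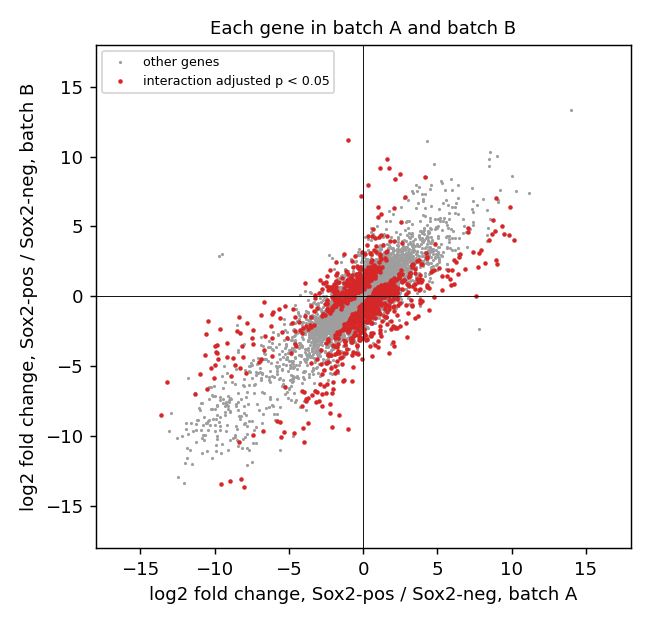
Log2 fold change of Sox2-positive over Sox2-negative cells in batch A (x axis) and batch B (y axis), with 1 point per gene tested in both batches and in the 4-group fit, and genes with an interaction adjusted p under 0.05 in red. Most points follow the diagonal, with r 0.834 over 13990 genes.

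The population difference itself differed between the batches for 1210 genes (interaction, edgeR adjusted p under 0.05), 484 with a larger value in batch B and 726 with a smaller one. This balance also depended on the scaling, with 559 and 643 under total-count scaling and 524 and 662 under RLE size factors. Of these, 701 had the same direction in both batches and 509 opposite directions. DESeq2 gave the largest number, 1675. Between the batches, 1924 genes differed within Sox2-negative cells (1005 higher and 919 lower in batch B) and 1785 within Sox2-positive cells (833 higher and 952 lower). These directions depended on the scaling: with total-count scaling 661 were higher and 1388 lower within Sox2-negative cells, and 666 were higher and 1214 lower within Sox2-positive cells.

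Among the marker sets, the interaction passed for glial and neural crest genes (median log2 interaction -3.83, camera adjusted p 4.30e-15), ameloblast genes (-4.42, 1.06e-10), erythroid genes (-5.26, 4.87e-08), endothelial genes (2.03, 8.02e-10), leukocyte genes (1.73, 1.36e-10), mesenchymal genes (-0.53, 5.12e-06) and dental epithelial transcription factors (-0.58, 0.0112). These tests held the inter-gene correlation at 0.01 and were not repeated with it estimated. In the comparison of the populations, estimating it removed the calls of the glial, ameloblast and dental transcription factor sets. The p-values of the interaction may therefore be too small. Within Sox2-positive cells, Amelx averaged 270 ± 20.7 CPM in batch A (SD, n = 6) and 6.76 ± 1.63 CPM in batch B (n = 7). Within Sox2-negative cells, Amelx averaged 655 ± 66.9 CPM in batch A (n = 6) and 448 ± 31.8 CPM in batch B (n = 4). Erythroid genes took 0.109% ± 0.00774 of the counts in batch A and 5.08% ± 0.194 in batch B Sox2-negative libraries, against 0.000536% ± 0.000299 and 0.000566% ± 0.000461 in Sox2-positive libraries.

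**Figure D5:**
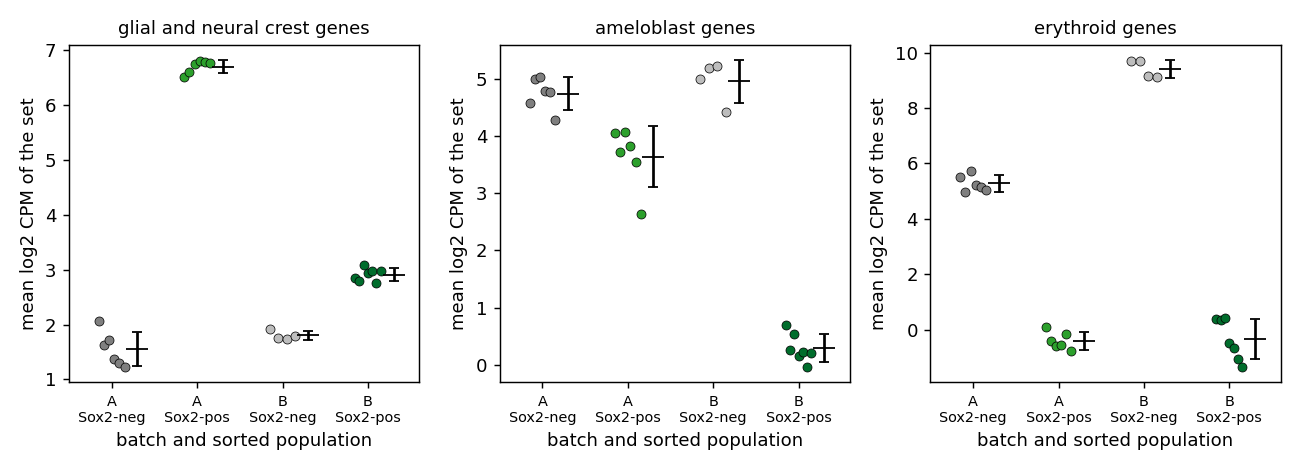
Mean log2 CPM of the glial and neural crest, ameloblast and erythroid genes (y axes, 1 panel per set), with 1 point per library, the 4 groups on the x axis, and the mean with its SD beside each group. Glial and ameloblast genes are higher in batch A than in batch B Sox2-positive libraries, and erythroid genes are higher in batch B than in batch A Sox2-negative libraries.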

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

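The tests by other splits of the libraries, those of scaling and depth for the glial and ameloblast genes, the comparison with leukocyte genes, the removal of erythroid genes under total-count scaling, and the carry-over test were chosen after the results they bear on had been seen. Batches were run on separate days with different mice, so no result here separates a difference between mice from a difference between days.

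Other splits of the same libraries were compared with the real ones. For the populations, each split traded the labels of some same-numbered libraries within a batch, so that every such pair stayed apart, as in the real split. Over both batches, 1 of 100 splits, the real one, gave as many as 9879 genes, and 1 of 100 gave as many as 6498 genes changed by more than 1 log2 unit. The next largest gave 7432 genes and traded 1 pair. In batch A it was 1 of 32 splits. In batch B it was 1 of 16, and splits kept to the numbers cannot give a share under 0.05 there. Without regard to the numbers batch B has 330 splits, and of 100 drawn only the real one gave as many as 8623 genes. For the interaction (1210 genes), for batches within Sox2-negative cells (1924 genes) and for batches within Sox2-positive cells (1785 genes), libraries were reassigned to batches within each population without regard to their numbers, and in each case 1 of 100 splits gave as many.

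The 1210 genes with a population by batch interaction stood out because the same contrast differed between the batches. Gene by gene, the log2 interaction did not follow transcript GC content (Spearman rho -0.0653 over 17176 genes) or transcript length (rho -0.0637). Shared reads and strain differences were not tested. The interaction therefore remains as a difference between batches whose source was not tested as a whole, and the patterns below describe parts of it.

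Glial and neural crest genes were higher in Sox2-positive cells by more in batch A, with an interaction median of -3.83. As a set they did not differ between batches within Sox2-negative cells (median 0.01, camera adjusted p 0.896) and were lower in batch B within Sox2-positive cells (median -3.95, adjusted p 1.05e-20). A second list of 12 Schwann cell genes, written before it was tested, had a median log2 fold change of 4.48 in batch A with 12 of 12 higher (camera adjusted p 4.11e-10), and 1.19 in batch B with 9 of 12 higher (adjusted p 0.0158). In the first list, S100b was instead called lower in Sox2-positive cells in each batch (edgeR log2 fold change -0.76 in batch A and -4.19 in batch B). Of 8 melanocyte genes only 3 passed the filter, and their median in batch A was -0.24. The interaction stayed at -3.91 with total-count scaling and -3.63 after thinning to the smallest library. Schwann-lineage cells among the sorted Sox2-positive cells are therefore a candidate explanation. If such cells vary in number between the libraries of a batch, the list should vary together with Sox10 there. Over 13 Sox2-positive libraries, with each value taken as its deviation from the mean of its batch, the median correlation of the 12 genes with Sox10 was 0.149, at percentile 94.1 of 10000 random lists matched on expression, which does not reach the 95 set beforehand. The draws were first made with the list's own genes left in, which gave 94.6, and were corrected after that value was seen. The shared fall of Sox10 and the list between the batches was left out of this test, since a change of either kind would give it. By this test the pattern cannot be told apart from expression of glial genes by the epithelial cells themselves.

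Ameloblast genes had an interaction median of -4.42. As a set they did not differ between batches within Sox2-negative cells (median -0.14, camera adjusted p 0.380), where single genes were called in opposite directions: Amelx (-0.55) and Enam (-1.45) lower and Odam (6.82) higher in batch B (edgeR adjusted p 0.00596, 0.00454 and 0.00892). They stood at 38.2% of the Sox2-negative level in batch A Sox2-positive cells against 0.770% in batch B (medians over 5 genes, without Odam, which had no count in batch A Sox2-negative libraries and so has no such share). The interaction stayed at -4.37 with total-count scaling and -3.52 after thinning. If Sox2-negative cells of every kind had been carried over into the batch A sort, leukocyte and endothelial genes would stand at a similar share, and they stood at 0.110%. Mesenchymal genes stood at 7.53% in batch A, within 10 times of the ameloblast genes, and at 2.76% in batch B. Carry-over of some kinds of Sox2-negative cells may therefore still contribute, and was not tested separately. Whether Sox2-positive cells of batch A themselves express these genes cannot be told from the values.

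Erythroid genes had an interaction median of -5.26. Of single genes, Hba-a1 (log2 interaction -5.71, edgeR adjusted p 4.31e-07), Hba-a2 (-4.91, 2.39e-05), Alas2 (-5.62, 0.00457), Hbb-bt (-4.29, 0.0178) and Hbb-bs (-3.89, 0.0224) were called. The difference lay in Sox2-negative cells, where erythroid genes were higher in batch B (median 5.48, camera adjusted p 5.78e-08), while within Sox2-positive cells the set did not differ between batches (0.26, adjusted p 0.975). More blood of every kind in the batch B sort would raise leukocyte genes too, but these were lower in batch B (median -1.75). Without the erythroid genes and CT010467.1, 1895 genes differed between batches in Sox2-negative cells, against 1924 with them, and 1888 of the 1924 were called with the same direction. TMM trims extreme genes, so this removal could move little. With total-count scaling, where such counts enter in full, 661 genes were higher and 1388 lower with them, and 1005 higher and 914 lower without them, so under that scaling they did shift the other genes. More red blood cells in the batch B Sox2-negative sort may explain the pattern, and this was not tested further.

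Endothelial genes (interaction median 2.03) and leukocyte genes (1.73) had smaller falls in batch B. Both were lower in batch B within Sox2-negative cells (medians -2.04 and -1.75), while within Sox2-positive cells, where they stood at 0.110% of the Sox2-negative level in batch A and 0.505% in batch B, the sets did not differ between batches (camera adjusted p 0.329 and 0.510). Single genes did. The largest called interactions, of Cldn5 (6.28) and Cd74 (7.24), came with rises in batch B Sox2-positive cells as well (4.14 and 4.197, edgeR adjusted p 0.00190 and 9.09e-05). Their batch A Sox2-positive means, 0.0598 ± 0.146 and 0.134 ± 0.329 CPM (SD, n = 6), lay under the floor of 3 counts, so the sizes of these rises are uncertain. Csf1r went the other way, with a fall in batch B Sox2-positive cells (-6.26, edgeR adjusted p 0.0322). Its batch A Sox2-positive level was 2.02 ± 4.94 CPM (SD, n = 6), a spread that arises only when a single library holds all the counts. That fall therefore rests on 1 library. Mesenchymal genes (-0.53) did not differ as a set between batches within Sox2-negative cells (median 0.03, camera adjusted p 0.896). There Pdgfra was higher (1.33) and Sparc lower (-0.48) in batch B. Within Sox2-positive cells the set was lower in batch B (median -0.39, camera adjusted p 2.59e-06), but its genes were split. Col3a1 (-5.64), Col1a1 (-3.57), Postn (-3.50) and Prrx1 (-2.21) fell far, and Sparc (-0.71) and Vim (-0.40) fell less, all called by edgeR. The other genes of the set were not called in that comparison. Dental epithelial transcription factors (-0.58) were higher in batch B within Sox2-negative cells (0.86, adjusted p 0.000655). The sign of each of these set interactions was unchanged with RLE size factors, with total-count scaling and after thinning, and no biological explanation was tested for them.

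Single libraries lay far from the rest of their group in 12 of 117 groups of values examined, where chance gives about 5.85. Sox2 reached 1.19 CPM in batch B Sox2-negative replicate 1 and had no count in the other 3 libraries. Hbb-bs stood at 365 CPM in batch A Sox2-negative replicate 3, against 215 to 271, and at 1.11 CPM in batch A Sox2-positive replicate 1, against at most 0.376. S100a9 stood at 168 CPM in batch B Sox2-negative replicate 3, against 180 to 182. S100a8 stood at 1166 CPM in batch A Sox2-negative replicate 1, against 1371 to 1490, and at 203 CPM in batch B Sox2-negative replicate 1, against 243 to 248. The Y-linked share of Y-linked plus Xist counts was 34.1% in batch A Sox2-positive replicate 5, against 16.5% to 22.2%. The first principal component was 89.5 in batch A Sox2-positive replicate 3, against 94.4 to 96.1, and the fourth was -129 in batch A Sox2-negative replicate 6, against 4.34 to 62.0. The mean log2 CPM of ameloblast genes was 2.64 in batch A Sox2-positive replicate 6, against 3.56 to 4.08, that of endothelial genes 0.16 in batch B Sox2-positive replicate 4, against -0.67 to -0.49, and that of cell cycle genes 6.26 in batch B Sox2-negative replicate 3, against 6.45 to 6.48. Total count, genes detected and mitochondrial share set no library apart by the same measure. Libraries of a group share their labels, so no biological explanation was tested.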

How the results depend on the processing

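Across the alternatives other than leaving out a library, 218 values of the main results kept their direction and their side of the threshold, or stayed within the limits for a count or a correlation. The number of genes differing between the populations ran from 8795 to 13174, and the interaction from 1090 to 1675. Sox2 kept its direction and its call in all 13 alternatives (log2 fold change 5.84 to 6.87). The scaling moved the median log2 fold change of all genes, from -0.12 with TMM to 0.00 with total-count scaling, a shift that camera, which compares a set with the other genes, does not carry. Total-count scaling, removal of erythroid genes and a covariate for the sub-groups of batch B were chosen after seeing the data, and Hbb-bs and Hbb-bt have no value without the erythroid genes.

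With no filter, 10153 genes changed by more than 1 log2 unit against 6498, the correlation between batches was 0.615 against 0.834, keratinocyte differentiation genes had a median of 0.11 (camera adjusted p 0.0550, over a range from 0.0371 to 0.135) and cell cycle genes a median of 0.54 that passed (0.00537, over a range to 0.309). Limma-voom called 3313 genes between batches in Sox2-positive cells against 1785. With the inter-gene correlation estimated, the medians of ameloblast (-3.22), dental transcription factor (2.01), glial (3.67) and keratinocyte genes (1.25) no longer passed. Ameloblast genes also failed with no batch covariate (-3.72, adjusted p 0.0548), with adjusted p from 6.43e-05 to 0.245 over their alternatives. In batch B alone, dental transcription factors (1.53) and glial genes (1.61) did not pass. In batch A alone, keratinocyte genes (0.75) did not pass and stem cell markers had the opposite sign (-0.17), with an adjusted p of 0.992 (from 0.396 over its alternatives) that gives neither direction weight. With detection at 5 counts, the difference in genes detected was -302 in batch A, which no longer passed, and -1887 in batch B, which then passed, as it did with the sub-group covariate (-1830). The total count in batch B also passed with that covariate (-2.19 M, adjusted p 0.0423). That covariate moved no other result across its threshold or limits. Among single genes, Gm28437 lost its call in limma-voom (10.64). The cause of these changes was not tested.

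Leaving out each library in turn, 8404 of 9879 calls (85.1%) were kept in all 23 fits, 352 to 595 were lost in a single fit, and 1 gene changed sign. In batch A 5073 of 6209 calls were kept, in batch B 6750 of 8623, and in the interaction 700 of 1210. Keratinocyte genes ran from 1.19 to 1.36 and stem cell markers from -0.15 to 0.28. The total count difference ran from 0.482 to 0.884 M in batch A and from -3.05 to -2.01 M in batch B, and the difference in genes detected in batch B from -2850 to -1714. Each of these crossed its threshold, or changed sign, in at least 1 fit.

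With the replicate number as a block, 8795 genes differed between the populations, 8499 of them also called without the block, and the ameloblast median was -2.95 (camera adjusted p 0.0784). Same-numbered libraries deviated together little or not at all: the mean correlation of their deviations was -0.00398 in batch A and 0.0260 in batch B. For libraries with different numbers it was 0.000804 and -0.00416. Same-numbered pairs ran from -0.0212 to 0.0124 in batch A, and were all positive in batch B, from 0.00312 to 0.0444. Deviations over all genes may be mostly noise, so correlations this small cannot decide whether the numbers pair the libraries.

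Depth limits genes near 3 counts. For these, only the fold changes given with "at least" are lower bounds, and the fitted log2 fold changes are not. Sox2 itself had as few as 14 counts in a Sox2-positive library.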

Other observations

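The patterns in this part were noticed in the values first, and the tests of myogenic genes, of thinned libraries and of sequence sharing were written down after that and before their own results were seen. The definition of well-expressed genes as those over 20 CPM, and the choice of 4 libraries per group, were not fixed beforehand.

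Myog, chosen after its values were seen, was counted in every batch B Sox2-positive library (162 to 344 counts) and in no Sox2-negative library of either batch. In batch A Sox2-positive libraries it reached at most 7 counts. After thinning to the smallest library the lowest batch B count was 50, so depth does not account for it. Of 10 other myogenic genes 8 passed the filter, and within Sox2-positive cells 8 of 8 were higher in batch B, with a median of 3.74 (camera adjusted p 5.49e-20). Against Sox2-negative cells of batch B, 6 of the 8 were higher (median 3.78, camera adjusted p 4.70e-05), while Chrna1 (6.83 against 20.1 CPM) and Cdh15 (3.37 against 7.19 CPM) were lower, so myogenic transcripts were not confined to the Sox2-positive cells. Myogenic cells among the batch B Sox2-positive cells are a candidate explanation, as a hypothesis. Actc1 averaged 108 CPM and Myod1 19.7 CPM in that group, while Des, at 4.16 CPM, was close to its level in batch A Sox2-negative cells (3.36 CPM).

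Batch A Sox2-negative libraries agreed less with each other than libraries of the other groups. After thinning to the smallest library the median Spearman rho was still lowest there, at 0.835, against 0.904 to 0.956 in the other groups, so depth does not account for it. Of genes over 20 CPM, 0.3001% had a 0 in at least 1 of 4 thinned libraries in that group, against 0.0243% to 0.111% in the others. Fewer cells or molecules per library may explain this, and a wider mixture of cells was not tested.

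Gm28437 was listed at 0 in every Sox2-negative library although mitochondrially encoded genes were counted in all of them. Of the 31-base words of its 783-base transcript, 100% occur in mitochondrially encoded transcripts. How the authors' quantifier divides such reads between the genes was not examined.

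Xist and Y-linked transcripts were both counted in all 23 libraries, with 671 to 3479 estimated counts for Xist and 186 to 1332 for the sum of Ddx3y, Eif2s3y, Kdm5d and Uty. CT010467.1 took 4.48% ± 0.248 of the counts in batch A Sox2-negative libraries (SD, n = 6), 1.93% ± 0.240 in batch A Sox2-positive (n = 6), 9.03% ± 1.44 in batch B Sox2-negative (n = 4) and 7.82% ± 1.31 in batch B Sox2-positive libraries (n = 7).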
